# The corepressor NCOR1 and OCT4 facilitate early reprogramming by suppressing fibroblast gene expression

**DOI:** 10.7717/peerj.8952

**Published:** 2020-04-22

**Authors:** Georgina Peñalosa-Ruiz, Klaas W. Mulder, Gert Jan C. Veenstra

**Keywords:** NCoR or NCOR1, OCT4, Cell identity, Functional genomics, Transcriptional repression, iPS, Reprogramming, Pluripotency, Chromatin, Corepressor

## Abstract

Reprogramming somatic cells to induced pluripotent stem cells (iPSC) succeeds only in a small fraction of cells within the population. Reprogramming occurs in distinctive stages, each facing its own bottlenecks. It initiates with overexpression of transcription factors OCT4, SOX2, KLF4 and c-MYC (OSKM) in somatic cells such as mouse embryonic fibroblasts (MEFs). OSKM bind chromatin, silencing the somatic identity and starting the stepwise reactivation of the pluripotency programme. However, inefficient suppression of the somatic lineage leads to unwanted epigenetic memory from the tissue of origin, even in successfully generated iPSCs. Thus, it is essential to shed more light on chromatin regulators and processes involved in dissolving the somatic identity. Recent work characterised the role of transcriptional corepressors NCOR1 and NCOR2 (also known as NCoR and SMRT), showing that they cooperate with c-MYC to silence pluripotency genes during late reprogramming stages. NCOR1/NCOR2 were also proposed to be involved in silencing fibroblast identity, however it is unclear how this happens. Here, we shed light on the role of NCOR1 in early reprogramming. We show that siRNA-mediated ablation of NCOR1 and OCT4 results in very similar phenotypes, including transcriptomic changes and highly correlated high-content colony phenotypes. Both NCOR1 and OCT4 bind to promoters co-occupied by c-MYC in MEFs. During early reprogramming, downregulation of one group of somatic MEF-expressed genes requires both NCOR1 and OCT4, whereas another group of MEF-expressed genes is downregulated by NCOR1 but not OCT4. Our data suggest that NCOR1, assisted by OCT4 and c-MYC, facilitates transcriptional repression of genes with high expression in MEFs, which is necessary to bypass an early reprogramming block; this way, NCOR1 facilitates early reprogramming progression.

## Introduction

Induced pluripotent stem cells (iPSCs) are generated in vitro by overexpressing factors OCT4, SOX2, KLF4 and c-MYC (OSKM factors) in somatic cells (Takahashi & Yamanaka, 2006). iPSCs have been successfully used in disease modelling and cell transplantation, showcasing their relevance in regenerative medicine (Inoue et al., 2014). Despite significant improvements to the original protocol (Di Stefano et al., 2016; Esteban et al., 2010; Vidal et al., 2014), in general, only a small percentage of somatic cells become pluripotent (Stadtfeld & Hochedlinger, 2010). The reason is that, as embryonic development proceeds, cells gradually commit to a certain lineage and acquire full stability upon differentiation (Perino & Veenstra, 2016). Thus, in vivo, differentiated cells are not able to become other cell types and it is possible that such stability is, at least in part, conferred by chromatin state. Chromatin state defines the properties of regulatory elements as a function of DNA sequence, histone modifications, DNA methylation, chromatin architecture and the activity of transcription factor networks (Perino & Veenstra, 2016). To understand reprogramming and develop new or improve existent iPSC generation protocols, it is crucial to understand the interplay of chromatin modulators and transcriptional regulation.

Pluripotency acquisition involves silencing of somatic genes (Polo et al., 2012), and reactivation of the pluripotency network, which occurs in a stepwise manner (Buganim et al., 2012). The OSKM reprogramming transcription factors play different roles, but assist the two processes (Chronis et al., 2017). For instance, it has been shown that KLF4 and SOX2 bind to closed chromatin in MEFs (Li et al., 2017; Soufi et al., 2015). These binding events are related to opening up of silenced pluripotency enhancers (Li et al., 2017). It has also been suggested that opening up of pluripotency enhancers requires cooperative binding of at least two of the reprogramming factors (Chronis et al., 2017). There is evidence indicating that OCT4 binds to open (Knaupp et al., 2017; Soufi et al., 2015) as well as to closed chromatin in somatic cells (Chronis et al., 2017; Donaghey et al., 2018). However, the dynamics of these events are unknown and conclusions vary depending of the reprogramming conditions. OSK also are involved in transcriptional silencing of somatic genes, facilitating the relocation of somatic-specific transcription factors to loci co-occupied by OSK (Chronis et al., 2017). Thus, reprogramming factors facilitate the repression of the somatic programme but also the activation of the pluripotency network. This transcriptional duality is elicited by differential interaction with transcriptional coactivators or corepressors (Mottis, Mouchiroud & Auwerx, 2013).

The transcriptional corepressors NCOR1 (nuclear receptor corepressor 1) and its paralogue NCOR2 (silencing mediator of retinoic acid and thyroid hormone receptor or NCOR2), interact with transcription factors to suppress their target genes (Mottis, Mouchiroud & Auwerx, 2013). NCOR1/NCOR2 are essential non-enzymatic co-factors of histone deacetylases, especially HDAC3 (You et al., 2013) and mediate transcriptional repression of their targets via deacetylation of Lysine residues of histone tails (Alland et al., 1997; Heinzel et al., 1997). NCOR1/NCOR2 are essential for organism homeostasis and have non-redundant roles in metazoans, as mutation of each gene individually leads to embryonic lethality (Mottis, Mouchiroud & Auwerx, 2013). In fact, NCOR1/NCOR2 regulate several essential metabolic and cellular processes, such as circadian rhythm (Alenghat et al., 2008) and mitochondrial function (Fan & Evans, 2015). Recently, it was shown that NCOR1/NCOR2 interact with all four OSKM factors during reprogramming from MEFs to iPSC (Zhuang et al., 2018). NCOR1/NCOR2 interaction with c-MYC promotes the repression of pluripotency genes in later reprogramming stages (Zhuang et al., 2018), imposing a barrier for iPSC generation. In addition, NCOR1/NCOR2 knockdowns induced transcriptional upregulation of somatic genes in the earliest reprogramming stages (Zhuang et al., 2018), arguing in favour of a dual role for these corepressors. However, it is unknown how these early effects of NCOR1/NCOR2 are brought about.

Previously, we performed a high-content imaging siRNA screening, combined with a secondary RNA-sequencing screen, to identify chromatin-associated regulators during early reprogramming from MEFs to iPSC (Peñalosa-Ruiz et al., 2019). Using this data from two orthogonal screens, we identified strong phenotypic similarities between NCOR1 and OCT4 knockdowns. We have identified functional interactions from knockdowns showing similar phenotypes before (Mulder et al., 2012; Peñalosa-Ruiz et al., 2019). Here we characterise the relationship of NCOR1 and OCT4 in early reprogramming. For such purpose, we first looked closer into the phenotypic similarities of both knockdowns, based on the high-content imaging. Then we set out to investigate the effect on the reprogramming transcriptome in *Ncor1* and *Oct4* knockdowns with RNA-sequencing. Finally, we compared our RNA-seq findings to published ChIP-seq and RNA-seq datasets. These analyses not only document the cooperation of OCT4 and NCOR1 in downregulating one set of somatic genes, they also show an antagonistic role in the regulation of another subset of somatic genes during early reprogramming.

## Materials and Methods

### Data availability

New RNA-sequencing data generated for this article can be accessed via NCBI GEO database with the accession number GSE139376. High-content screening data can be downloaded as supplemental data from our previous study (Peñalosa-Ruiz et al., 2019). Other RNA-sequencing data generated in our lab previously, include the reprogramming siRNA non-targeting controls and time-course RNA-sequencing in reprogramming (Peñalosa-Ruiz et al., 2019). These can be accessed under a superseries with accession number GSE118680.

### MEF-to-iPSC reprogramming

Primary mouse embryonic fibroblasts (MEFs) were derived from mouse wild type strain C57/BL6 (Erasmus MC iPSC facility). Passage 0–1 MEFs were seeded at a density of 10,000 cells per cm^2^ in MEF medium consisting of 15% FBS, 100 nM β-mercaptoethanol and 1% non-essential aminoacids (Thermo Scientific, Waltham, MA, USA). Next day, MEFs were transduced with the doxycycline-inducible mouse tet-STEMCCA (Sommer et al., 2009) and rtTA lentiviruses (Addgene # 20342) at an MOI of 1. One day after transduction, cells were either transfected with siRNAs or induced for reprogramming with reprogramming medium. This consisted of DMEM-high glucose (Thermo Scientific, Waltham, MA, USA) supplemented with 10% stem cell grade FBS (Hyclone, Logan, UT, USA), 200 nM β-mercaptoethanol (Sigma, Kawasaki, Kanagawa, Japan), 1% sodium pyruvate (Thermo Scientific, Waltham, MA, USA), 2 μg·mL^−1^ doxycycline, 3 μM Chiron (GSK3-inhibitor), 0.25 μM Alk5i (TGF-ß inhibitor), 50 μg·mL^−1^ ascorbic acid and 1 × 10^3^ U·mL^−1^ LIF. Next day after adding reprogramming medium was considered reprogramming Day 1.

### siRNA transfections

Transfections were performed as described previously (Peñalosa-Ruiz et al., 2019). Briefly, before adding the cell suspension containing OSKM-transduced MEFs, multi wells were prepared with transfection mix. This consisted of a 40 nM pool of 3 different siRNAs per target mRNA, diluted in Optimem (Thermo Scientific, Waltham, MA, USA) together with RNAiMAX lipofectamine, according to the manufacturers instructions. After this incubation, cell suspensions were added to each well. A total of 24 h after transfections, reprogramming started by adding medium with doxycycline.

### High-content screening

High-content screening was performed as described before (Peñalosa-Ruiz et al., 2019). Briefly, transfected cells were cultured in Cell Carrier 96-well black plates (Perkin Elmer, Waltham, MA, USA), after 6 days, samples were fixed with 4% PFA and stained for CDH1 (Cell Signaling 14472) and SALL4 (29112; Abcam, Cambridge, UK) with DAPI counterstain. Plates were imaged in an Opera High-Content-Screening System (Perkin Elmer, Waltham, MA, USA). Colony segmentation was done in multiple *Z*-planes using SALL4 staining. Columbus Software (Perkin Elmer, Waltham, MA, USA) was used to extract all features in an automated fashion. *Z*-score normalisation per plate was applied. The normalised data for high-content features were used for knockdown-to-knockdown Pearson-correlation analysis.

### RNA isolation and RT-qPCR

RNA was isolated with RNA Micro-prep kit (Zymo Research, Irvine, CA, USA). Integrity was verified with Bioanalyzer and concentrations were determined with Nanodrop. For reverse transcription we used SuperScript III Kit (Thermo Scientific, Waltham, MA, USA) starting with 120–180 ng total RNA. For the RT-qPCR reaction 1–2 ng of cDNA were used in 20 μL reaction mix with Sybr Green mix ready to use (iQ-SYBR-Green Supermix; Biorad, Hercules, CA, USA). Relative gene expression was calculated with the ΔΔCt method using GAPDH as reference.

### RNA-sequencing library preparation and data analysis

Kapa-RNA HyperPrep kit with RiboErase (Roche; Kapa Biosystems, Wilmington, MA, USA) was used for ribosomal RNA depletion and library preparation, with 200 ng total RNA. Library amplification was performed for 10 cycles, according to manufacturer’s instructions. Correct size distribution of 300 bp was verified with Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). Quality controls were performed for selected transcripts in each sample before and after library preparation by qPCR.

NextSeq500 Illumina platform was used for paired-end library sequencing, with 43 bp read length. STAR v.2.5.b (Dobin et al., 2013) was used to align reads to mouse genome assembly mm10. Data was normalised to log2-cpm with R package edgeR v.3.20.9 (Robinson, McCarthy & Smyth, 2010).

For differential gene expression analysis we used R Package DESeq2 v.1.18.1 (Love, Huber & Anders, 2014). Gene lists were filtered with a cut-off of *p*-adjusted value < 0.05.

Gene Ontology classification with differential gene lists was performed with web-based DAVID (Huang, Sherman & Lempicki, 2009), considering only categories with gene counts > 10 and *p*-adjusted value < 0.05.

### ChIP-seq and RNA-seq data integration

For ChIP-seq data integration, FASTQ files of ChIP-seq data were downloaded from NCBI GEO (GSE70736, GSE90893, GSE90895) and mapped to the mm10 genome assembly using BWA allowing one mismatch per read. NCOR1/NCOR2 peaks (Zhuang et al., 2018) were intersected with *siNcor1* day 6-upregulated genes (linux join, using gene symbols) to obtain genomic locations of interest. Heatmaps of ChIP-seq data were generated with fluff (Georgiou & Van Heeringen, 2016) with hierarchical clustering and RPKM normalisation. RNA-seq data (Chronis et al., 2017) was intersected with differentially expressed genes in our study (linux join, using gene symbols). Corresponding RNA-seq heatmaps were generated using seaborn clustermap with row clustering and row *z*-score normalisation. Venn diagrams were obtained using venn3 from the matplotlib_venn library. Hypergeometric probabilities were calculated using scipy.stats.

## Results

### High-content screening reveals early reprogramming disruption upon *Ncor1* depletion

In a previous study, we performed a high-content siRNA screen, targeting 300 chromatin-associated factors during early reprogramming (Fig. 1A) (Peñalosa-Ruiz et al., 2019). We hypothesised that the onset of reprogramming would be associated with colony-level phenotypic changes and that these changes are affected upon gene perturbation. Moreover, using computational analysis of high-content imaging data, perturbed genes can be grouped according to their phenotypic similarities in a multidimensional space, rather than focusing on a single phenotype (Boutros, Brás & Huber, 2006). We used early pluripotency markers CDH1 and SALL4 to detect colonies at day 6 of reprogramming. Additionally, multiple colony features were extracted, including pluripotency marker expression levels, morphological traits such as colony roundness, area and symmetry, and many other colony texture and morphological features (Peñalosa-Ruiz et al., 2019). We selected 30 hits that were subjected to a secondary RNA-seq-based screening (Peñalosa-Ruiz et al., 2019) (overview in Fig. 1A). We have previously identified functional interactions from knockdowns showing similar phenotypes (Mulder et al., 2012; Peñalosa-Ruiz et al., 2019; Tanis et al., 2018). Using this rationale, we compared knockdown-to-knockdown correlations based on high-content phenotypes and also based on transcriptomes (Fig. 1B). We filtered for pairwise correlations showing highest scores in both the high-content and the RNA-seq screen (both *R* > 0.4). We visualised the resulting potential interactions between genes (nodes) as networks, considering both high-content imaging correlations (edge width) and transcriptome-based correlations (edge colour) of all siRNA knockdowns. We previously uncovered a functional interaction between BRCA1, BARD1 and WDR5 (Peñalosa-Ruiz et al., 2019). The strongest correlation however is between NCOR1-OCT4, raising the possibility of a functional interaction between these factors (Fig. 1B).

**Figure 1:**
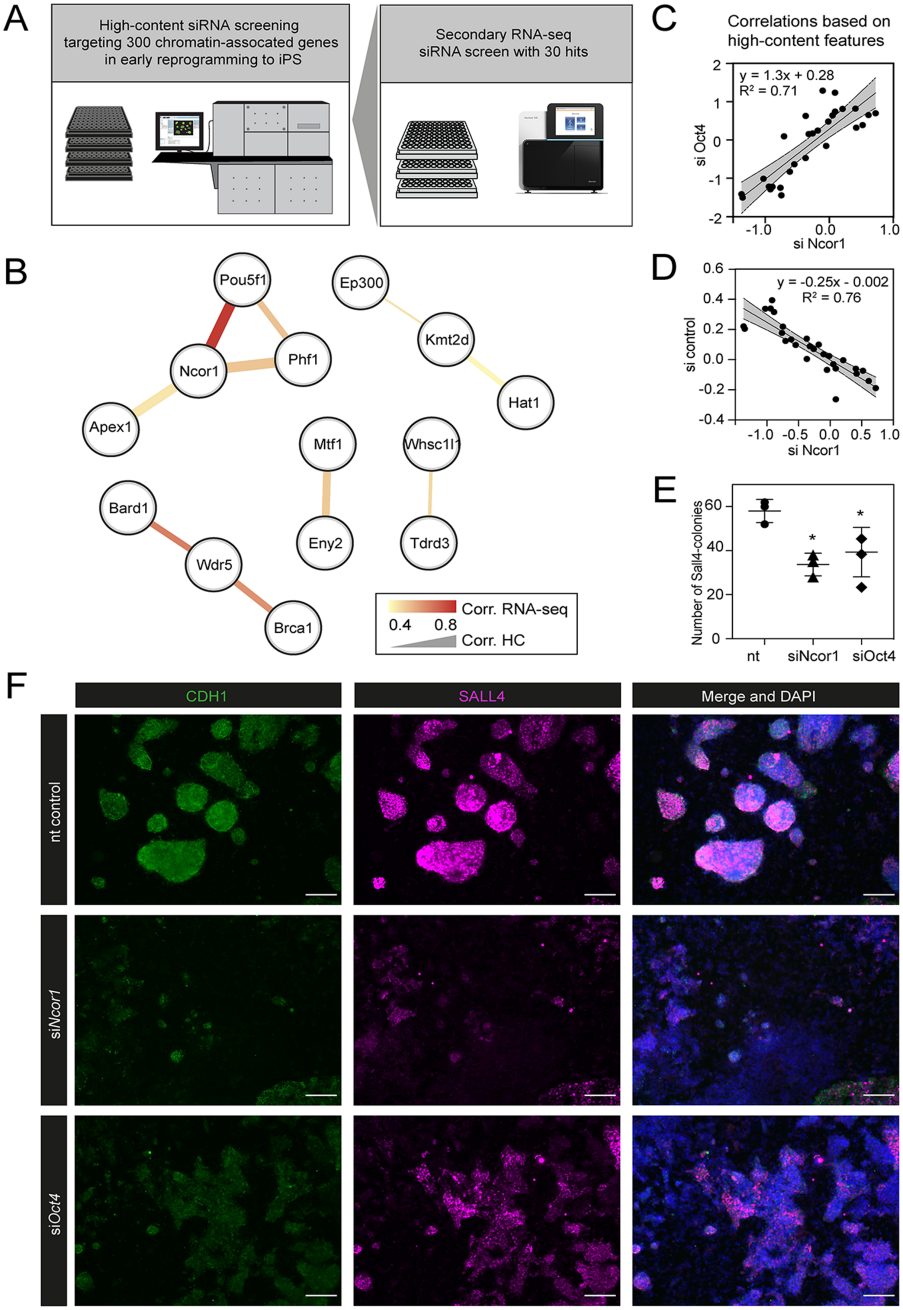
High content screening identifies *Ncor1* as an early reprogramming modulator. (A) Overview of experimental setup for high-content siRNA screening in early reprogramming, followed by secondary RNA-seq-based screening, from which *Ncor1* was selected as candidate to follow-up. (B) Gene network depicting correlations of high content colony phenotypes and RNA-seq profiles of genes targeted by siRNA. The nodes represent genes and the edges are pairwise Pearson correlations. The width of the edge represents correlation score by high-content imaging features and the colour of the edge represents the correlation strength based on RNA-sequencing. (C and D) Scatterplots showing Pearson correlations according to 27 selected high-content features between *Ncor1* and *Oct4* knockdowns (C) and between *Ncor1* and non-targeting (nt) control (D). The middle line represents the best fit to linear regression model and the grey shades the 95% confidence intervals (CI). The equation is the linear regression model and r^2^ is the correlation coefficient. (E) Reprogramming efficiencies (SALL4-positive number of colonies) measured by in-cell western, compare *Ncor1* and *Oct4* knockdowns vs nt control. *Ncor1* depletion impairs colony formation during early stages of reprogramming. Each data point represents one independent transfection and lines represent mean ± SD. Statistical significance analysed by One-way ANOVA, (*) = *p* ≤ 0.03. (F) Representative high-content images showing that, at day 6, *Ncor1* and *Oct4* depleted colonies display similar phenotypes, as compared to the non-targeting control. Scale bar represents 150 µM. In magenta nuclear transcription factor SALL4 and in green E-Cadherin (CDH1), counterstained with DAPI.

We verified that, based on high-content features, *siNcor1* positively correlated with *siOct4*, but anti-correlated with the negative (nt, non-targeting) control (Figs. 1C and 1D). Colony number analysis derived from the screen showed a significant reduction of colony formation upon *Ncor1* depletion (Fig. 1E; Fig. S1). High-content images from *Ncor1* and *Oct4* knockdowns showed very low CDH1 and SALL4 intensities and compromised colony formation, when compared to the nt control. We validated this finding using an independent In-Cell Western assay and confirmed that *siNcor1* and si*Oct4* show similarly impaired reprogramming phenotypes (Fig. 1F; Fig. S1).

From these experiments we concluded that siRNA targeting of *Ncor1* results in an early reprogramming phenotype that is similar to that caused by *Oct4* knockdown.

### *Ncor1* depletion affects transcriptional regulation of fibroblast identity

To gain insight in the molecular events that explain early reprogramming disruption by *Ncor1* depletion, we performed gene expression analyses. We first asked whether *Ncor1* mRNA expression followed a dynamic pattern during early reprogramming. For this, *Ncor1* mRNA expression was quantified by RT-qPCR at different reprogramming timepoints, from MEFs to reprogramming day 6. We found that *Ncor1* mRNA expression was relatively stable throughout reprogramming, with slight variations (Fig. 2A). Then, we sought to understand the role of NCOR1 in transcriptional dynamics during early phases of iPSC reprogramming. For this purpose, we performed RNA-sequencing at day 3 and day 6 after expression of OSKM factors in MEFs transfected with control or *Ncor1* targeting siRNAs, respectively. 

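The data analysed here come from MEFs that carried the tet-STEMCCA cassette, which encodes the mouse OCT4, SOX2, KLF4 and MYC (OSKM) factors under the control of doxycycline. The cells received pools of 3 siRNAs at a concentration of 40 nM before doxycycline was added. Libraries were prepared from 200 ng of total RNA after ribosomal RNA depletion, amplified for 10 cycles, and sequenced as paired reads of 43 bp. The authors aligned the reads to mm10 and converted their counts to log2-cpm with edgeR. The deposited values cover 18990 genes in 8 libraries, which are 2 biological replicates each of *siNcor1* and *siOct4* at day 3 and at day 6. The non-targeting control libraries were not analysed here, so every comparison is between the knockdowns or between the days, and not with the control. After removal of a small constant that the conversion adds, 100% of the values were whole numbers of reads, which gave the depth of each library. The *siNcor1* libraries held 15961703 and 16445192 reads on genes at day 3, and 12072599 and 11320066 at day 6. The libraries labelled *siOct4* held 14861698 and 7735742 reads at day 3, and 9953541 and 11997160 at day 6. A gene with 3 reads has between 0.174 and 0.380 CPM, depending on the library, and such low values carry counting error. The effective library sizes in the deposited values were close to these totals, with the smallest at 0.951 times its total. The non-coding gene *Gm26917* alone took between 15.5% and 16.6% of the reads at day 3 and between 20.3% and 29.1% at day 6, which leaves fewer reads for all other genes at day 6. Differences were tested with limma on the deposited log2-cpm values, with a trend of the variance on the mean, for the 13866 genes with a mean of at least 1 CPM over the 8 libraries. The 4 groups were fitted together so that they share one estimate of the spread, and p-values were adjusted by the Benjamini-Hochberg method. Differences of gene sets were tested with limma's camera (two-sided), with the correlation between genes estimated from the data and adjustment over 25 set tests. Camera compares the genes of a set with all other tested genes, and does not test whether the set itself changed. *Pou5f1*, the gene encoding OCT4, was not lower in the libraries labelled *siOct4* beyond the spread of the replicates at day 3 and was higher at day 6, so these libraries are named by their label throughout.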

Differential gene expression analysis revealed 405 deregulated genes at day 6 (nt control vs *siNcor1*, adjusted *p*-value < 0.05, Figs. 2B and 2C). The effect size was relatively small for most transcripts, suggesting that the strong defects in reprogramming observed with *siNcor1*, are brought about by moderate changes in expression of hundreds of transcripts (mean absolute log_2_-fold change of 0.43). The majority of the genes (94%) were up-regulated, as expected for a transcriptional corepressor, although the deregulation of some of these genes may be an indirect consequence of the reduction of NCOR1 rather than a reduced NCOR1-mediated repression on that particular gene.

**Figure 2:**
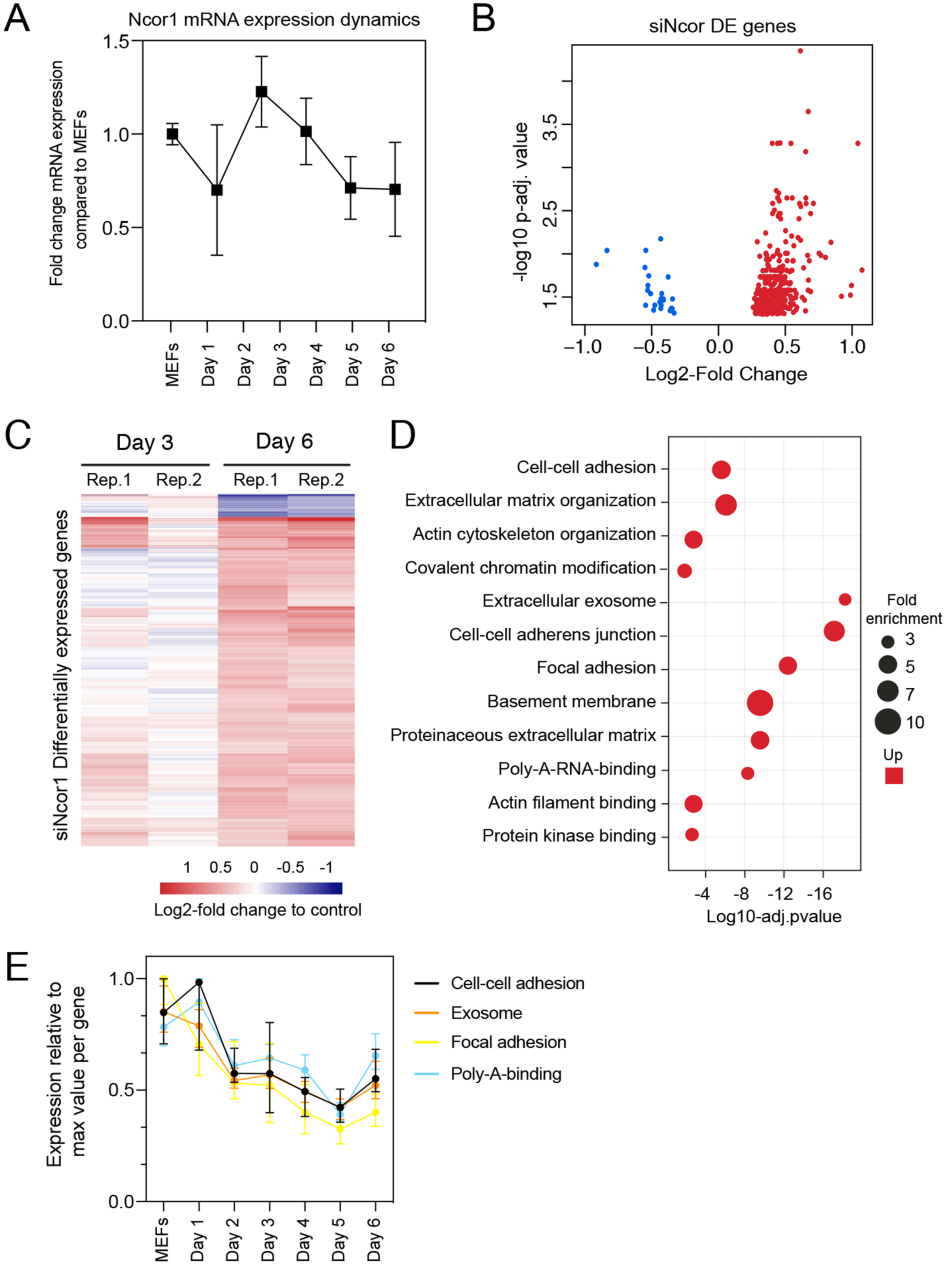
High content screening identifies *Ncor1* as an early reprogramming modulator. (A) *Ncor1* mRNA expression dynamics during reprogramming time measured by RT-qPCR. Data are represented as fold change compared to MEFs (day 0). Data points represent the mean ± SD from two replicates from independent samples. (B) Volcano plot for differentially expressed genes in *Ncor1* knockdown at reprogramming day 6, after RNA-sequencing. Blue data points represent the down-regulated genes and red datapoints represent up-regulated genes. (C) Heatmap of differentially expressed genes from *siNcor1* at reprogramming day 3 and day 6. The two lanes labelled as Rep.1 and Rep.2 indicate two biological replicates. Color scale represents the log2-fold change compared to non-targeting control. (D) Gene Ontology (GO) classification from differential genes in C represented as a bubble plot. The *x*-axis of the plot is the −log10 of the adjusted *p*-value, and some of the most significant terms are represented in red (upregulated). Size of the bubbles represents the fold-enrichment per category. (E) Graphical representation of reprogramming RNA-seq temporal dynamics from some of the upregulated GO categories in (D), shown in different colours. Each datapoint represents the median and the lines the 95% CI. Per GO category, medians were calculated based on the normalised expression value (log2-counts per million reads) of each gene, relative to the gene’s maximum value (maximum set to 1).

To gain insight into which processes were affected in *Ncor1*-depleted cells, we performed Gene Ontology classification (GO) for upregulated genes because the downregulated were very few (Fig. 2D). This analysis showed that upregulated genes were associated with cell–cell adhesion, poly-A-RNA-binding, exosome and cytoskeleton (Fig. 2D). Using our reprogramming RNA-seq time course dataset (Peñalosa-Ruiz et al., 2019), we observed that genes associated with these terms were indeed downregulated in the course of early reprogramming (Fig. 2E). To note, the cell adhesion terms featured laminins, collagens and other genes related to basement membrane and extracellular matrix. These data suggest that reduction of *Ncor1* prevents downregulation of genes related to fibroblast identity during MEF to iPSC reprogramming.

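Among the genes of the deposited table, 33 collagen and 9 laminin genes passed the filter on low values. In the *siNcor1* libraries, 10 collagens were higher and 12 were lower at day 6 than at day 3 (limma, adjusted p under 0.05), and 2 laminins were higher and 2 were lower. With quantile normalization these were 9 and 14 collagens, and 2 and 1 laminins. The mean log2 fold change of the 42 genes from day 3 to day 6 in *siNcor1* was −0.039 (camera, adjusted p = 0.927, and 0.937 with the replicate number as a block). Its sign depends on the scaling: it was 0.0027 with the libraries centred on their medians and 0.036 with *Gm26917* left out of the totals. The 42 genes were taken by symbol, and not from the genes that the paper calls up-regulated. Of the 19 genes labelled in Fig. 4A, 11 were lower and 2 were higher at day 6 than at day 3 in *siNcor1* (limma, adjusted p under 0.05). *Col1a1*, on chromosome 11 from 94936224 to 94953042 of mm10, fell from 11.86 ± 0.054 log2-cpm (SD, n = 2) at day 3 to 10.71 ± 0.098 at day 6 in *siNcor1*, with a log2 fold change of −1.15 (standard error 0.18, adjusted p = 6.6e-04) from limma. *Lama4*, on chromosome 10 from 38965515 to 39110188, was 7.37 ± 0.063 log2-cpm at day 3 and 7.22 ± 0.064 at day 6, with a log2 fold change of −0.15 (standard error 0.12, adjusted p = 0.37). In the libraries labelled *siOct4*, 21 collagens and 6 laminins were lower at day 6 than at day 3, and 4 collagens and 0 laminins were higher. There the mean log2 fold change of the 42 genes was −0.94 (camera, adjusted p = 0.232, block 0.175). At day 6, 30 of the 33 collagens and all 9 laminins had lower values in the libraries labelled *siOct4* than in *siNcor1*, of which 24 collagens and 6 laminins passed the threshold. The direction counts of collagens and laminins at day 6 were the same under 4 other scalings. The mean difference at day 6 was −0.73 (camera, adjusted p = 0.117, block 0.128), which did not pass the threshold. At day 3, 24 of the 33 collagens and 3 of the 9 laminins were higher in the libraries labelled *siOct4*, and 1 collagen passed the threshold. The mean difference at day 3 was 0.17 (camera, adjusted p = 0.209).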

### NCOR1 and OCT4 co-regulate two distinct MEF-expressed groups of genes

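At day 6, 4251 of the 13866 tested genes differed between the *siNcor1* libraries and the libraries labelled *siOct4* (limma, adjusted p under 0.05). Of these, 1678 were higher and 2573 were lower in the libraries labelled *siOct4*, with a median absolute log2 fold change of 0.71. The excess of lower genes depends on the scaling, since the higher genes were 39.5% of those called, against 47.3% with quantile normalization and 27.5% without normalization factors. At day 3, 148 genes differed, 52 of them higher and 96 lower in the libraries labelled *siOct4*, with a median absolute log2 fold change of 1.15. At day 3, 1460 genes had an unadjusted p under 0.05. At day 6, both libraries of one knockdown lay above both of the other for 64.7% of the genes, where chance gives 33.3%, and at day 3 for 43.4%. With the replicate number as a block, 4698 genes differed at day 6 and 222 at day 3. Same-numbered libraries of the 2 knockdowns deviated together across genes with a correlation of 0.281 at day 6 and 0.0981 at day 3. The count at day 6 moved most when only the 4 libraries of that day were fitted, to 3060 genes, and the count at day 3 moved most without the trend of the variance on the mean, to 43 genes. With voom, 158 genes differed at day 3, of which 55.1% were higher in the libraries labelled *siOct4*, so the direction at day 3 depends on the test. At day 6, *Gjb2* was at least 43.0-fold lower and *Asprv1* at least 22.4-fold lower in the libraries labelled *siOct4*, where both libraries had 3 reads or fewer. *Rhox6* had a log2 fold change of −4.20 (standard error 0.64, adjusted p = 0.00102), from 1 and 11 reads in the libraries labelled *siOct4*. Its log2 fold change was between −5.27 and −3.12 with 1 library left out. *Padi4* was the most increased, with a log2 fold change of 2.38 (standard error 0.35, adjusted p = 8.6e-04), followed by *AC122035.1* with a log2 fold change of 2.30 (standard error 0.49, adjusted p = 0.00511) and *Tnfrsf13c* with a log2 fold change of 2.30 (standard error 0.34, adjusted p = 8.4e-04). At day 3, *Saa3* had a log2 fold change of 3.40 (standard error 0.45, adjusted p = 0.00591), *C1qtnf3* had a log2 fold change of 2.72 (standard error 0.37, adjusted p = 0.00673) and *Car8* had a log2 fold change of 1.82 (standard error 0.36, adjusted p = 0.0314). *Nfasc* was lower, with a log2 fold change of −2.73 (standard error 0.25, adjusted p = 8.2e-04). *Large2* and *Npc1l1* were at least 2.98-fold and 2.56-fold lower.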

To gain insight into the functional relationship between OCT4 and NCOR1, we examined RNA-seq profiles at reprogramming day 6 for both knockdowns. 

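*Ncor1* lies on the reverse strand of chromosome 11 from 62316426 to 62458541 of mm10, and *Pigl* and *Ttc19* overlap it on the other strand. At day 3 it was 7.14 ± 0.085 log2-cpm (SD, n = 2) in the *siNcor1* libraries and 7.88 ± 0.081 in the libraries labelled *siOct4*, from between 1934 and 3339 reads per library. The libraries labelled *siOct4* had a log2 fold change of 0.74 (standard error 0.12, adjusted p = 0.0139) against *siNcor1* (limma), so that *Ncor1* was 40.3% lower in *siNcor1* at day 3. With the replicate number as a block, the adjusted p was 0.00919. At day 6, *Ncor1* was 7.27 ± 0.017 log2-cpm in *siNcor1* and 7.23 ± 0.14 in the libraries labelled *siOct4*, a log2 fold change of −0.042 (standard error 0.12, adjusted p = 0.815). The difference of the 2 days was itself −0.79 (limma interaction, adjusted p = 0.00824). Between day 3 and day 6, *Ncor1* changed by 0.14 in *siNcor1* (adjusted p = 0.399) and by −0.65 in the libraries labelled *siOct4* (adjusted p = 7.5e-04).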

To verify *Ncor1* and *Oct4* mRNA-targeting by the corresponding siRNAs, we plotted the RNA-seq normalised values for each of the knockdowns, compared to the controls at day 3 (Fig. S2). 

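*Pou5f1*, which encodes OCT4, lies on chromosome 17 from 35506018 to 35510772 of mm10. Reads of the cassette and of the endogenous gene are counted together. At day 3, *Pou5f1* was 7.65 ± 0.040 log2-cpm (SD, n = 2) in the *siNcor1* libraries and 7.58 ± 0.063 in the libraries labelled *siOct4*, a log2 fold change of −0.076 (standard error 0.16, adjusted p = 0.941) from limma. No reduction against *siNcor1* was therefore detectable at this day. At day 6, it was 7.44 ± 0.16 in *siNcor1* and 9.21 ± 0.34 in the libraries labelled *siOct4*, a log2 fold change of 1.78 (standard error 0.16, adjusted p = 1.1e-04), or 3.42-fold higher in the libraries labelled *siOct4*. With the replicate number as a block, the adjusted p at day 6 was 4.7e-05. The other genes of the cassette moved the same way. At day 6, *Sox2* had a log2 fold change of 1.63 (standard error 0.19, adjusted p = 3.3e-04), *Klf4* had a log2 fold change of 1.67 (standard error 0.18, adjusted p = 2.6e-04) and *Myc* had a log2 fold change of 1.59 (standard error 0.16, adjusted p = 2.0e-04), and at day 3 their log2 fold changes were 0.054, −0.068 and −0.053. *Sox2* overlaps *Sox2ot* on its own strand, so their reads could have been split between the genes.

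**Figure D1:**
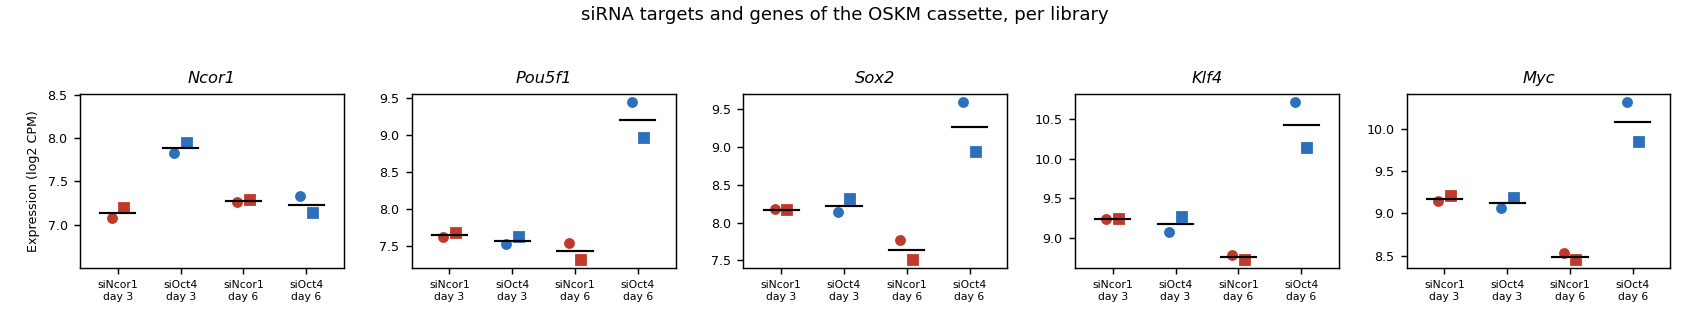
Expression of *Ncor1*, *Pou5f1*, *Sox2*, *Klf4* and *Myc* as log2-cpm (y axis, a different range for each gene) in each of the 8 libraries, with *siNcor1* in red and *siOct4* in blue, replicate 1 as circles, replicate 2 as squares and the mean of the 2 as a line. *Ncor1* is lower in *siNcor1* at day 3 only, and the 4 cassette genes are higher in both libraries labelled *siOct4* at day 6.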

*Oct4* knockdown did not show a high efficiency of knockdown at day 3 in these samples, however from time course experiments we have observed that *Oct4* mRNA is targeted and efficiently silenced at day 2, but rapidly recovers within a couple of days (Fig. S2). This is due to its high overexpression driven by the tet-OSKM cassette (Sommer et al., 2009). Even with such transient early knockdown we observe a strong phenotype (Fig. 1) and many deregulated genes (Fig. 2A), highlighting the important contribution of OCT4 in OSKM reprogramming.

When we compared genes deregulated in each knockdown we found that 43% of the genes deregulated in *siNcor1* cells were also deregulated in *siOct4* cells (3.4 fold enrichment compared to random overlap, hypergeometric *p*-value 8.9 × 10^−54^; Fig. 3A). This corresponds to only ~5% of genes differentially expressed upon *Oct4* knockdown. After hierarchical clustering of genes deregulated by both *siNcor1* and *siOct4* based on RNA-seq, we identified three clusters (cluster 1, 2A, 2B; Fig. 3B). Cluster 1 genes were relatively unaffected at day 3, but at day 6 they were downregulated for both knockdowns. For cluster 2A we found that genes were also unaffected at day 3, but showed a similar upregulated pattern in both *Oct4* and *Ncor1* siRNAs at day 6 (Fig. 3B). Cluster 2B contained genes with high expression in MEFs, most of which failed to be downregulated at day 3, whereas by day 6 they predominantly showed opposite expression changes in the knockdowns (*siNcor1* vs *siOct4*) (Fig. 3B). 

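Which genes form each cluster was not used here, so the difference between the knockdowns was followed from day 3 to day 6 over all tested genes. This difference changed between the days for 2867 of the 13866 genes (limma interaction, adjusted p under 0.05), and for 3395 with the replicate number as a block. For 1621 of the 2867 genes, the value in the libraries labelled *siOct4* was above *siNcor1* at day 3 and below it at day 6, and 1466 of these were called lower at day 6. The opposite change, from below to above, was seen for 964 genes, 280 genes kept their sign, and 2 were equal at day 3. Over all 13866 tested genes, the replicates of the knockdowns did not overlap at day 3 for 43.4%. For most tested genes the direction at day 3 was therefore within the replicate spread, but this was not counted among the 2867. Of the genes called at day 3, 82 were also called at day 6, and 54 (36.5%) had the same direction at both days.

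**Figure D2:**
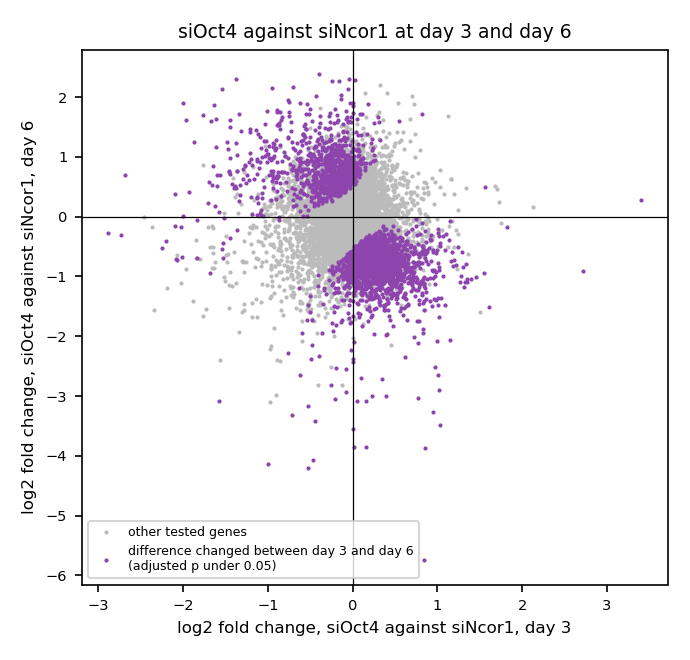
Log2 fold change of *siOct4* against *siNcor1* at day 3 (x axis) and at day 6 (y axis), with a point for each of the 13866 tested genes. The 2867 genes whose difference changed between the days are purple, and most of them lie in the upper left and lower right parts of the plot, where the sign changed.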

Our RNA-seq time course dataset (Peñalosa-Ruiz et al., 2019) showed that genes in cluster 1 mostly remain the same in time, whereas clusters 2A and 2B tend to go down in time, but with different dynamics (Fig. 3C).

**Figure 3:**
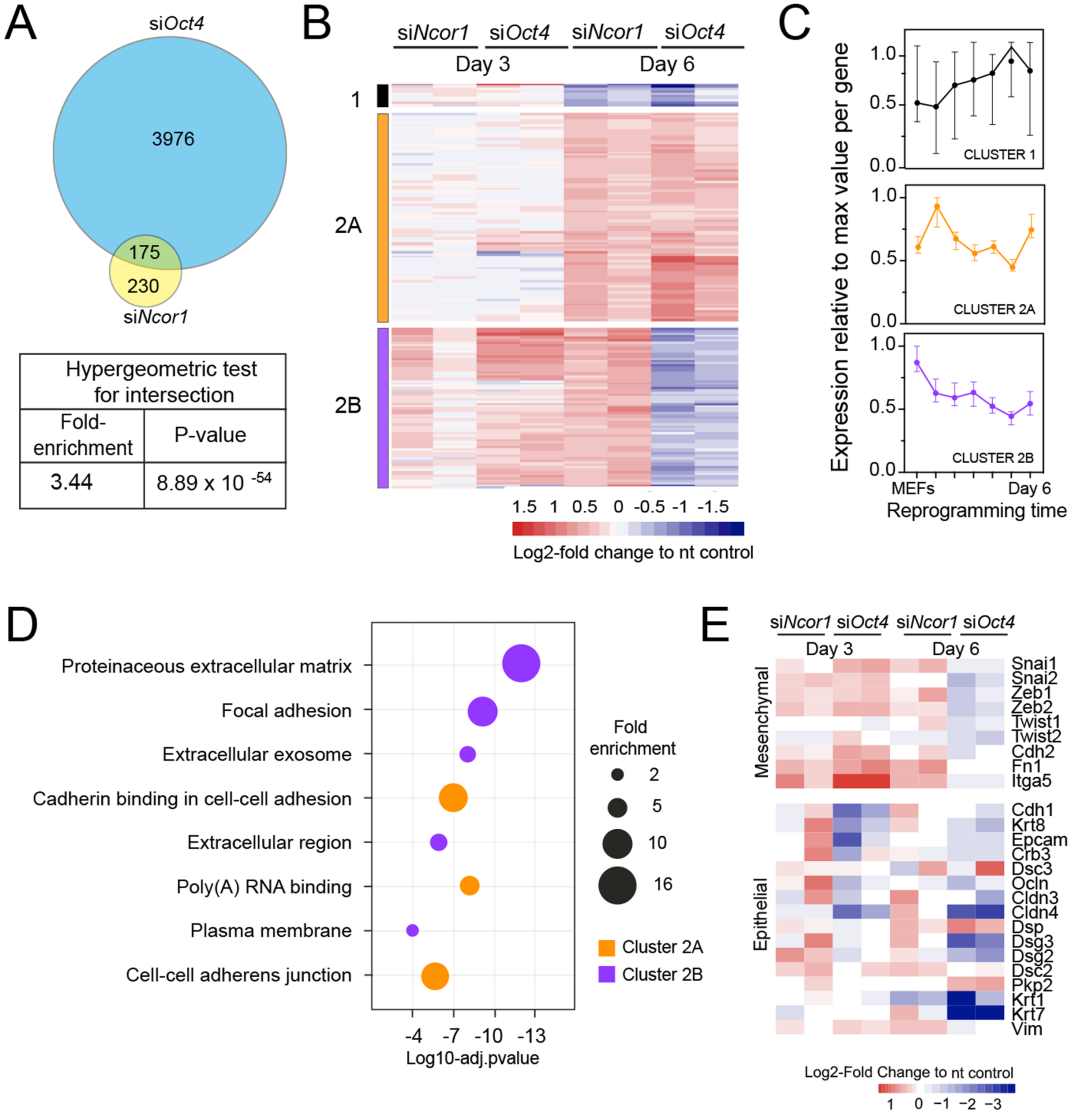
RNA-seq analysis shows that Ncor1 and Oct4 knockdowns show similar gene expression patterns. (A) Venn–Euler diagram showing that Ncor1 knockdown shares about half of deregulated genes with *Oct4* knockdown. The table underneath shows values for the hypergeometric test to show that the overlap of *Ncor1* and *Oct4* deregulated genes is significant. (B) Heatmap of shared differential genes between *siNcor1* and *siOct4* from intersection in (A), at reprogramming day 3 and day 6 for both siRNAs. Conditions spanning two lanes correspond to two biological replicates of the experiment. Color scale represents the log2-fold change relative to non-targeting (nt) control. Clusters are tagged in three different colours, cluster 1 in black, cluster 2A in orange and cluster 2B in magenta. (C) Reprogramming RNA-seq temporal dynamics from clusters 1–3 shown in different colours, same colour code as (B). Each datapoint represents the median and the lines the 95% CI. Per cluster, medians were calculated based on the normalised expression value (log2-counts per million reads) of each gene, relative to the gene´s maximum value = 1. (D) Genes shown in clusters 1 and 2 from (C) were subjected to Gene Ontology (GO) classification. The bubble plot indicates some of the most significant classes. The size of the bubble represents the fold-enrichment and the −log10 of the adjusted *p*-value is shown on the *x*-axis. (E) Heatmap representing expression values as log2-fold change ratio to control of mesenchymal and epithelial markers in *Oct4* and *Ncor1* knockdowns at reprogramming day 3 and day 6. The paired columns represent independent RNA-seq samples.

To shed some light on the difference between clusters 2A and 2B, we performed GO classification for genes of each cluster (Fig. 3D). NCOR1-OCT4 co-regulated genes (cluster 2A) showed an association with RNA metabolism and cell adhesion (Fig. 3D). The term “poly(A)-RNA binding” contained several components for pre-mRNA splicing. Genes increased by *siNcor1* but not *siOct4* (cluster 2B), were associated with functions in extracellular matrix organisation and other cell adhesion features. We wondered whether the “cell adhesion” terms were related to the mesenchymal-to-epithelial transition (MET) observed in early reprogramming (Li et al., 2010; Samavarchi-Tehrani et al., 2010). We found that most mesenchymal genes exhibit a cluster 2B-type pattern, with increased expression at day 3 in both knockdowns and opposite effects of the two knockdowns at day 6. 

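The 9 mesenchymal genes of Fig. 3E were *Snai1*, *Snai2*, *Zeb1*, *Zeb2*, *Twist1*, *Twist2*, *Cdh2*, *Fn1* and *Itga5*, and each was tested between the knockdowns, since control libraries were not analysed here. At day 3, 7 of the 9 genes were higher in the libraries labelled *siOct4* than in *siNcor1*, with a mean log2 fold change of 0.34 (camera, adjusted p = 0.106, block 0.128). *Itga5* passed the threshold there, with a log2 fold change of 0.88 (standard error 0.15, adjusted p = 0.0201) from limma. Adjusted over the 9 genes alone, 4 passed at day 3 and 9 at day 6. At day 6, all 9 genes were lower in the libraries labelled *siOct4*, between −0.99 and −0.57 on the log2 scale, and each of the 9 passed the threshold over all genes (limma). Their mean was −0.77. The genes passed one by one, while the set did not differ from the other tested genes past the threshold (camera, adjusted p = 0.106, block 0.128). The same 9 directions were found under 4 other scalings of the libraries. *Itga5*, on chromosome 15 from 103344286 to 103366763 of mm10, was 6.79 ± 0.077 log2-cpm (SD, n = 2) in *siNcor1* and 5.99 ± 0.020 in the libraries labelled *siOct4* at day 6, a log2 fold change of −0.80 (standard error 0.15, adjusted p = 0.00314). *Fn1* had a log2 fold change of −0.81 (standard error 0.18, adjusted p = 0.00634), *Zeb1* had a log2 fold change of −0.99 (standard error 0.14, adjusted p = 8.0e-04) and *Snai1* had a log2 fold change of −0.78 (standard error 0.17, adjusted p = 0.00642). The change of the difference from day 3 to day 6 was negative for all 9 genes, and 8 passed the threshold, with *Twist1* as the exception at −0.47 (adjusted p = 0.227). Its mean over the set was −1.12 (camera, adjusted p = 0.106, block 0.128). With a preset correlation between genes of 0.01, the adjusted p of this mean was 1.7e-06, the largest move among the alternatives, over which it ranged up to 0.128. From the changes of these genes relative to the control, the paper places most of them with its cluster 2B.

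**Figure D3:**
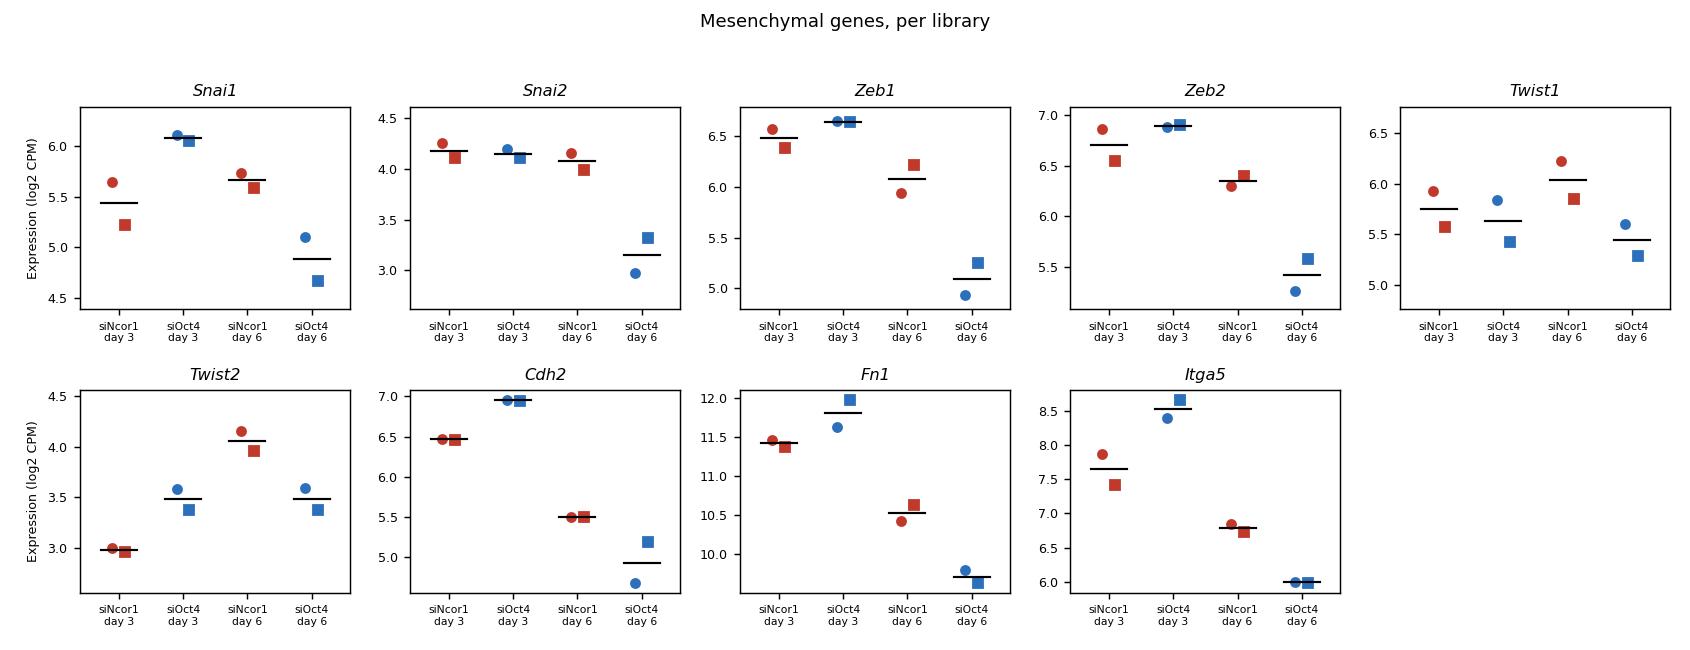
Expression of the 9 mesenchymal genes as log2-cpm (y axis, a different range for each gene) in each library, with *siNcor1* in red and *siOct4* in blue, replicate 1 as circles, replicate 2 as squares and the mean of the 2 as a line. At day 6 both libraries labelled *siOct4* lie below both *siNcor1* libraries for each of the 9 genes.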

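Of the epithelial genes of Fig. 3E, 13 passed the filter on low values, while *Dsc3* and *Dsg3* did not. The 13 include *Vim*, which Fig. 3E lists with the epithelial genes. At day 3, 11 of the 13 genes were lower in the libraries labelled *siOct4* than in *siNcor1*, with a mean log2 fold change of −0.93 (camera, adjusted p = 0.0418). The mean did not pass the threshold with the replicate number as a block (adjusted p = 0.128), nor with the libraries centred on their medians, a pseudocount of 1, or voom on the recovered reads. With *Vim* left out of the set, it was −1.02 (adjusted p = 0.0295). At day 3, 5 of the 13 genes passed the threshold over all genes and 7 when adjusted over the list alone, and *Crb3* and *Cldn4* had 3 reads or fewer in both libraries labelled *siOct4* at that day. *Cdh1*, on chromosome 8 from 106603351 to 106670246 of mm10, was 5.10 ± 0.073 log2-cpm (SD, n = 2) in *siNcor1* and 3.08 ± 0.21 in the libraries labelled *siOct4*, a log2 fold change of −2.02 (standard error 0.13, adjusted p = 6.1e-05) from limma. *Krt8* had a log2 fold change of −1.68 (standard error 0.16, adjusted p = 8.2e-04) and *Epcam* had a log2 fold change of −2.07 (standard error 0.26, adjusted p = 0.00591). At day 6, 11 of the 13 genes were lower in the libraries labelled *siOct4*, with a mean of −1.002 (camera, adjusted p = 0.106, block 0.164). *Krt7* had a log2 fold change of −3.85 (standard error 0.35, adjusted p = 1.4e-04) and *Cldn4* had a log2 fold change of −3.08 (standard error 0.30, adjusted p = 1.7e-04). In contrast, *Pkp2* was higher in the libraries labelled *siOct4*, with a log2 fold change of 0.68 (standard error 0.14, adjusted p = 0.00429), and *Dsp* had a log2 fold change of 0.42 (standard error 0.15, adjusted p = 0.0541), which passed the threshold under 3 other scalings and with the block. The change of the difference from day 3 to day 6 passed the threshold for 8 of the 13 genes (limma interaction), with 5 more positive and 3 more negative at day 6, and its mean was −0.073 (camera, adjusted p = 0.344, block 0.475), with the sign turning positive, at 0.0024, with voom.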

Epithelial genes on the other hand show more variable patterns (Fig. 3E). In *siOct4* cells, the downregulation of mesenchymal gene expression is delayed. 

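From day 3 to day 6, the mean of the 9 mesenchymal genes in the libraries labelled *siOct4* changed from 6.69 ± 0.012 log2-cpm (SD, n = 2) to 5.34 ± 0.026. The mean log2 fold change was −1.34 (camera, adjusted p = 0.114, block 0.128), and 7 of the 9 genes were lower at day 6 (limma, adjusted p under 0.05). *Itga5* changed by −2.53 (adjusted p = 3.4e-07) and *Fn1* by −2.10 (adjusted p = 3.9e-06), while *Twist1* changed by −0.19 (adjusted p = 0.427) and *Twist2* by 0.0065 (adjusted p = 0.978).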

By day 6, it not only catches up, this decrease in expression is more severe in *siOct4* cells relatively to control cells, suggesting that OCT4 moderates this decrease during normal reprogramming. 

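In the *siNcor1* libraries, the mean of the 9 mesenchymal genes was 6.34 ± 0.16 log2-cpm (SD, n = 2) at day 3 and 6.12 ± 0.033 at day 6. The mean log2 fold change was −0.22 (camera, adjusted p = 0.465, block 0.485). It was −0.11 with quantile normalization, and between −0.33 and −0.11 with 1 library left out. *Zeb1*, *Cdh2*, *Fn1* and *Itga5* were lower at day 6 and *Twist2* was higher (limma, adjusted p under 0.05). With the libraries centred on their medians, 3 of these 4 were called lower. Over the same days, the mean of the 13 epithelial genes in *siNcor1* changed from 3.35 ± 0.025 to 5.76 ± 0.090 log2-cpm, a mean log2 fold change of 2.41 (camera, adjusted p = 0.0712, block 0.128). With *Vim* left out, the mean change was 2.64 and passed the threshold (adjusted p = 0.0466).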

In *siNcor1* cells on the other hand, mesenchymal gene expression is maintained at higher levels at both time points, although some epithelial genes are also expressed at higher levels (Fig. 3E).

These results identify two distinct groups of somatic genes, the expression of which is normally reduced during reprogramming. *Ncor1* depletion prevents downregulation of both groups, whereas *Oct4* depletion prevents the downregulation of one group and causes a stronger decrease in expression in the other group of genes.

### NCOR1 and OCT4 target promoters associated with cellular and metabolic processes in MEFs and early reprogramming cells

To gain insight into the functional relationship between NCOR1 and OCT4, we analysed published ChIP-seq and RNA-seq data (Chronis et al., 2017; Zhuang et al., 2018). 

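Genes that the paper identifies as up-regulated in each knockdown from these RNA-seq data were compared between the knockdowns. These lists are the paper's own calls on these data, so the direction between the knockdowns follows in part from how the genes were selected. Of 19 such genes for *siNcor1*, among them *Col1a1*, *Col1a2*, *Fn1*, *Fbn1*, *Lama4*, *Pdgfrb* and *Tgfb3*, all 19 were lower in the libraries labelled *siOct4* at day 6, and 16 passed the threshold over all genes (limma), or 17 when adjusted over the list alone. The exceptions were *Aldh3a1*, *Mindy1* and *Kif13a*, and the direction of *Mindy1*, at −0.014, turned positive under 3 other scalings. The mean log2 fold change of the 19 genes was −0.88 (camera, adjusted p = 0.114, block 0.164). Of 19 such genes for *siOct4*, among them *Sox2*, *Miat*, *Slain1* and *Insm1*, 18 were higher in the libraries labelled *siOct4* at day 6, and 14 passed the threshold (15 over the list alone), against 9 with library totals used without normalization factors. Their mean was 0.78 (camera, adjusted p = 0.117, block 0.165). *Miat* had a log2 fold change of 2.27 (standard error 0.36, adjusted p = 0.00127) and *Slain1* had a log2 fold change of 1.47 (standard error 0.24, adjusted p = 0.00139) from limma. At day 3, 0 of the first 19 genes passed the threshold, or 7 over the list alone. With the replicate number as a block 1 of them passed the threshold over all genes, and with voom also 1. Of the other list, *Slain1*, *Avil* and *Acsbg1* passed it, all lower in the libraries labelled *siOct4*, or 5 genes over the list alone. The sets had means of 0.17 and −0.41 (camera, adjusted p = 0.295 and 0.132).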

First, we asked whether the up-regulated genes that we identified in *siNcor1* and *siOct4* cells, were either MEF genes or genes dynamically changing during reprogramming. Consistent with our earlier analysis (Fig. 3C), these independent data confirmed that upregulated genes in *siNcor1* cells were mostly MEF-expressed and very early reprogramming (48 h) genes, but were mostly inactive in ES cells (Fig. 4A). In the heatmap several genes related to fibroblast identity are labelled (lamins, collagens, fibronectin, signalling genes; Fig. 4A). In contrast, genes upregulated in *siOct4* cells showed a variety of expression patterns during reprogramming (Fig. 4B).

**Figure 4:**
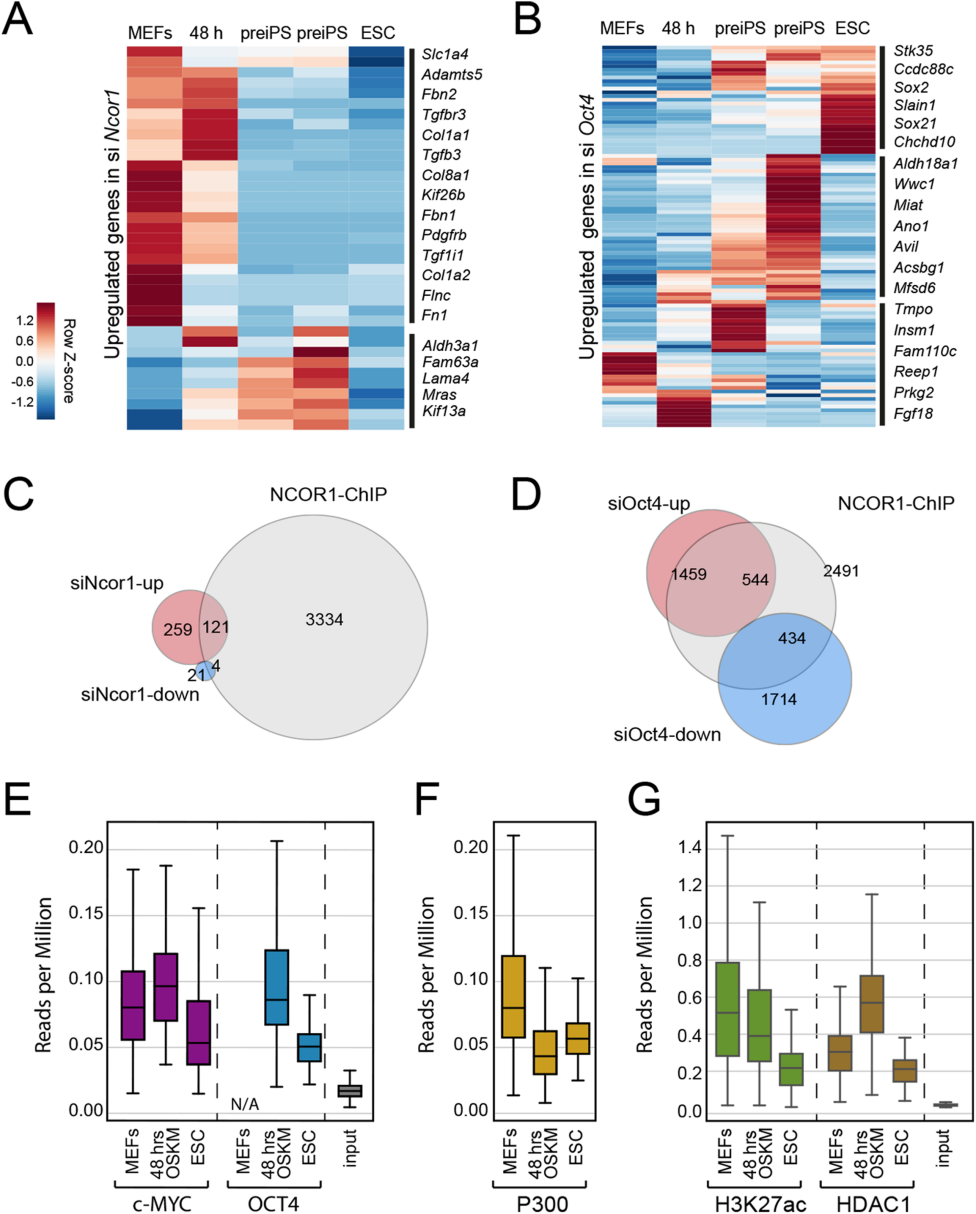
NCOR1 and OCT4 target promoters in MEFs and early reprogramming cells. (A) Expression of *siNcor1* up-regulated genes in MEFs, cells after 48 h of reprogramming, pre-iPS intermediates and ESCs. Heatmap representation of differentially expressed genes during reprogramming (Zhuang et al., 2018) that are also upregulated by *siNcor1* in our study. The heatmap scale represents row-z scores of normalised expression values. (B) Similar to (A) for siOct4 upregulated genes in our study. Scales in both heatmaps are row *Z*-scores of normalised gene expression values. (C) Venn–Euler diagram showing NCOR1 ChIP-seq binding sites in reprogramming (Chronis et al., 2017), overlapping with up-regulated or downregulated genes in *siNcor1* cells. (D) Venn diagram showing NCOR1 ChIP-seq peaks in reprogramming overlapping with up-regulated or downregulated genes in *siOct4*. (E–G) Boxplots comparing ChIP-seq data for transcriptional regulators MYC and OCT4 (E), P300 (F), H3K27ac and HDAC1 (G). The different colours represent different ChIP antibodies and the lanes are cellular states (e.g. MEFs, ESC, 48 h of OSKM induced reprogramming). The genomic regions in the comparison are genes upregulated in *siNcor1*, overlapping with NCOR1 ChIP binding (intersection of 121 genes in (C)). The scale of the boxplot is given in reads per million.

Then, we asked which fraction of differentially expressed genes in *Ncor1*- or *Oct4*-knockdowns were bound by NCOR1 protein. We overlapped NCOR1 ChIP binding sites in reprogramming cells with *siNcor1* and *siOct4* differential genes (Figs. 4C and 4D) and calculated the fold enrichment. We found that NCOR1 binds to a significant fraction of deregulated genes in *Ncor1* and *Oct4* knockdowns (Figs. 4C and 4D; Table 1). It should be noted that the number of genes identified may be affected by the use of siRNA knockdown rather than genetic knockouts and the different time-points and different reprogramming conditions.

**Table 1:** Overlap of siNcor1 or siOct4 up/down regulated genes with NCOR1 ChIP-seq peaks. The overlapped was quantified as fold-enrichment and the statistical significance was calculated with a hypergeometric test.

Overlap comparison	Fold-enrichment	*p*-Value
siNcor1 up vs NCOR1 peaks	3.2	5.9 × 10^−33^
siNcor1 down vs NCOR1 peaks	1.6	0.096
siOct4 up vs NCOR1 peaks	2.7	5.3 × 10^−115^
siOct4 down vs NCOR1 peaks	2.0	6.8 × 10^−50^

To gain insight on the function of transcripts affected by *Ncor1*-depletion in reprogramming, we exclusively selected NCOR1-bound genes that also showed increased expression after *Ncor1* siRNA knock-down (see intersection of 121 genes in Fig. 4C). We used publicly available ChIP-seq datasets to ask whether OCT4 and c-MYC binding was dynamic at these genes during reprogramming (Figs. 4E–4G; Fig. S3). Quantifying the ChIP-seq data (reads per million) showed that c-MYC and OCT4 signal at these 121 genes is higher at 48 h after the onset of reprogramming than it is in mouse embryonic fibroblasts (MEFs) and Embryonic Stem Cells (ESC) (Fig. 4E, MEF data for OCT4 not available (N/A)). This indicates that during early stages of reprogramming OCT4 and c-MYC show increased binding to NCOR1 targets affected by *Ncor1* knockdown. Interestingly, this binding activity is not sustained through the pluripotent state (ESC), hinting at a transient role for NCOR1 in reprogramming.

To investigate this process further, we analysed several chromatin features for the genes in question. In general, these genes contain the active gene marks H3K4me3 (Fig. S3A), indicating some transcriptional activity. Notably, we observed a gradual decrease in signal of the H3K27ac active modification when comparing MEFs, 48 h of OSKM-induced reprogramming and ESCs (Fig. 4G). Moreover, this decrease in H3K27ac levels was concurrent with reduced occupancy of the P300 histone acetyltransferase on these NCOR1 regulated genes (Fig. 4F middle panel). Conversely, binding of histone deacetylase HDAC1 is highest at 48 h after OSKM induction, compared to either MEFs or ESCs (Fig. 4G). These data support the notion that NCOR1 regulated genes are transcriptionally downregulated during the early phases of reprogramming. Additionally, the underlying mechanism may include NCOR1-mediated recruitment of HDAC proteins, including HDAC1. Possibly, reprogramming factors OCT4 and c-MYC could be assisting NCOR1 binding to such genomic targets. However, more experimental evidence is needed to test this.

To explore the function of NCOR1 targets also bound by OCT4 and c-MYC, we performed a Gene Ontology classification of genes analysed in Fig. 4D (Fig. S3). This analysis confirmed once more the terms we observed before (Fig. 2D; Fig. 3D), related to cell-cell adhesion, extracellular exosome, extracellular matrix, cytoskeleton, focal adhesion and poly(A) RNA binding, among others (Fig. S3). As before, the poly(A) RNA binding term included several genes related to translation and pre-mRNA splicing.

## Discussion

In this study we found that depletion of *Ncor1* results in disrupted colony morphology in early iPSC. Transcriptome analyses showed that NCOR1 has a role in suppression of fibroblast identity and signalling modulation (Figs. 2 and 3). Our findings extend an earlier report on the role of NCOR1 in later phases of reprogramming (Zhuang et al., 2018). NCOR1 function could be mediated by c-MYC, which occupies many MEF regulatory regions (Chronis et al., 2017).

Using multi-dimensional readouts, we found strong phenotypic similarities between *Ncor1* and *Oct4* depletion. Such phenotypic similarities often reflect functional interactions (Mulder et al., 2012; Peñalosa-Ruiz et al., 2019; Tanis et al., 2018). Our analyses indicate that NCOR1 and OCT4 co-bind a group of promoters that are also bound by c-MYC in early reprogramming cell populations. Genes associated with these promoters are expressed in MEFs and during the first 48 h of reprogramming and are mostly transcriptionally silent in ESCs (Fig. 4). Further genomic analyses indicated that these regions are enriched for H3K27 acetylation in MEFs, which dramatically drops in the first days of reprogramming, suggesting a decrease in transcriptional activity. In support of this, the binding of acetyltransferase P300 also decreases from MEFs to 48 h OSKM induction, whereas recruitment of histone deacetylase HDAC1 increases. Since these genes are upregulated upon *Ncor1* knockdown, we could speculate that the repressor NCOR1 is recruited to such promoters by OCT4/c-MYC quite early in reprogramming and transcriptional downregulation occurs via histone deacetylation. Further experiments are needed to elucidate the mechanism. One limitation of these analyses is that the NCOR1 ChIP data corresponds to reprogramming day 9. This time frame does not match those of the rest of the analysed ChIP-seq data. A comparison with matching time points would be ideal for a better interpretation.

There was a surprisingly moderate effect on the transcriptome associated with si*Ncor1*. Because of the increased proliferation of reprogramming cells (Ruiz et al., 2011), *Ncor1* knockdown at day 3 was 45%. Perhaps the effects on the transcriptome would have been stronger if we had transfected siRNAs at day 3 instead of day 0, or alternatively with a complete loss of function model. In addition, *Ncor1* and *Ncor2* may have partially redundant functions (Perissi et al., 2010), which may have contributed to the relatively mild effect on the transcriptome. Nevertheless, we observe a strong phenotype in colony formation, and the transcriptome data suggest that *Ncor1* attenuates signalling, which might be crucial to weaken fibroblast identity. Consistent with this, NCOR1/NCOR2 are known to be connected to various signalling pathways (Perissi et al., 2010).

According to gene ontology analyses, other genes targeted by NCOR1 are related to essential cellular functions, such as cell–cell adhesion, vesicle-mediated transport and RNA splicing. In agreement, complexes and proteins associated with these functions have been shown to be downregulated during intermediate stages of reprogramming (Hansson et al., 2012). Moreover some of these processes (e.g. cell adhesion, vesicle-mediated transport) have been shown to be barriers for reprogramming (Buckley et al., 2012; Qin et al., 2014). One apparent discrepancy in these analyses might be that the active promoter mark H3K4me3 seems abundant in MEFs, 48 h reprogramming cells and ESCs. However, one possible explanation would be that target genes are downregulated in intermediate stages but then required again in late stages, as has been shown for some of the processes involved (cell adhesion, spliceosome) (Hansson et al., 2012). Moreover, some of these genes are essential for the cellular functions and continue to be expressed in ESCs, albeit at lower levels.

## Conclusions

Our high-content data showed that siRNA-mediated depletion of *Ncor1* disrupts iPSC colony-formation capacities and decreases expression of early pluripotency proteins. These phenotypic patterns were very similar to those of *Oct4* knockdown. Therefore, we hypothesised that *Ncor1* was required for early reprogramming and that there might be a functional connexion between *Ncor1* and *Oct4*.

The transcriptome of *Ncor1* knockdown showed a moderate upregulation of fibroblast identity genes. These phenotypic and molecular patterns were very similar to those of *Oct4* knockdown. In agreement, we confirmed that the proteins NCOR1 and OCT4 bind to a common set of regulatory regions. Supporting ChIP-seq data suggested that such regions were transcriptionally active in MEFs (presence of P300 and H3K27ac, low HDAC1) and after 2 days of OSKM induction, they lost enrichment of P300 and H3K27ac, but gained HDAC1. Altogether these data led us to conclude that NCOR1 is involved in the downregulation of fibroblast genes during the early stages of reprogramming. For a subset of these genes, NCOR1 may be assisted by OCT4.

Recent work has shown that NCOR1/NCOR2 interact with all OSKM factors, but especially with c-MYC (Zhuang et al., 2018). During late reprogramming stages, the corepressors NCOR1/NCOR2 interact with c-MYC to silence the pluripotency network, posing a barrier for reprogramming (Zhuang et al., 2018). Our study uncovers an early facilitating function of NCOR1 in reprogramming, which may suppress cellular and metabolic functions that sustain fibroblast identity, possibly in cooperation with OCT4 and c-MYC. This would be consistent with a role of NCOR1 in overall cellular homeostasis and metabolic regulation (Fan & Evans, 2015; Mottis, Mouchiroud & Auwerx, 2013). It also highlights the emerging role and cooperation of reprogramming factors in transcriptional repression (Chronis et al., 2017).

Future work will focus on potential functional interactions of NCOR1 with other chromatin factors, for instance with PHF1 or APEX1 (Fig. 1B), and their physical interactions in early and late stages of reprogramming.

## Supplemental Information

10.7717/peerj.8952/supp-1 Supplemental Information 1 High-content screening shows reprogramming impairment in Ncor1 knockdown. (A) High-content images from 9 stitched-fields spanning the whole 96-well, for Ncor1, Oct4 or nt control siRNAs. In green CDH1 staining, SALL4 in magenta and the overlay with DAPI nuclear counterstain. The scale bar represents 500 uM. (B) Derived from the HC-screen (Peñalosa-Ruiz et al., 2019), reprogramming efficiencies (colony numbers) from + 300 siRNAs, ranked by their *Z*-score average of four replicates. The black labels correspond to siOct4 and siNcor1 (blue) also scores low in colony numbers. Click here for additional data file.

10.7717/peerj.8952/supp-2 Supplemental Information 2 Ncor1 and Oct4 knockdown efficiencies. (A) Transcript counts per million reads (CPM) for Ncor1 (yellow) and Oct4 (blue) siRNAs, compared to nt control after RNA-seq, show that the corresponding mRNAs were targeted. (B) Time-course for Oct4 mRNA silencing at different reprogramming time-points. Data was derived from RT-qPCR, where Oct4 mRNA levels were determined relative to tubulin according to the ∆∆Ct method. Then, expression values in nt control were set to 1 and Oct4 remaining expression levels in siOct4 (blue) were calculated relative to nt values, per time-point. The bars represent the average of two independent transfection replicates +/− Standard Deviations. (C) Ncor1 mRNA expression (yellow) measured from RNA-seq data at reprogramming Day 3 in non-targeting control siRNA (nt control, Bakerersfield, CA, USA), siNcor1 and siOct4 (left). Ncor1 mRNA expression (black) measured from RNA-seq data at reprogramming Day 3 in non-targeting control siRNA (nt contro, Bakerersfield, CA, USA), siNcor1 and siOct4 (right). Click here for additional data file.

10.7717/peerj.8952/supp-3 Supplemental Information 3 Bubble chart depicting GO (gene ontology) classification of genes upon Ncor1 knockdown and bound by NCOR1 from ChIP-seq data. (A) Gene set analysed in this heatmap (vertical) corresponds to upregulated genes in siNcor1 (our RNA-seq data), which are also bound by NCOR1 protein by ChIP in Zhuang´s data (intersection of 121 genes in Fig. 4C, left). The heatmap represents ChIP-seq enrichment of NCOR1, NCOR2, OCT4, c-MYC proteins. We have also included histone modifications H3K4me3, H3K27ac, binding of acetyltransferase P300 and HDAC1 histone deacetylase [10, 22] to such genomic regions. The heatmap shows ChIP signals (color intensity) at genomic locations representing peak summits (center) plus and minus 5 kb (left-right). Vertically different genomic locations are shown. Scales represent RPKM-normalized ChIP-seq signals. (B) Bubble chart depicting GO classification of genes upon Ncor1 knockdown and bound by NCOR1 from ChIP-seq data. The size of the bubble represents the fold enrichment and the *x*-axis the log10 of the adjusted *p*-value.This analysis was performed with genes corresponding to Fig. 4D. Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

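RNA-seq was measured in MEFs with a doxycycline-inducible OSKM cassette, transfected with siRNA pools against *Ncor1* or *Oct4*, at day 3 and day 6 of reprogramming, with 2 biological replicates in each of the 4 groups. The libraries of the non-targeting control were not analysed here. The authors aligned the reads to mm10 with STAR, and the authors deposited log2-cpm values, which the paper's methods state were computed with edgeR. The tool that counted reads on genes is not named in the paper's text. The paper's own differential tests used DESeq2 on comparisons with the control, and those were not repeated here.

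Subtracting a constant from the deposited values on the linear scale gave values that are whole multiples of the value of 1 read in each library, within a tolerance of 0.1 read, for 100% of values. The reads on genes recovered in this way were between 7735742 and 16445192 per library. The lowest deposited value, −2.87, stands for 0 reads, and 5 genes had 0 reads in all 8 libraries. A gene with 3 reads has between 0.174 and 0.380 CPM. The precision of a group mean rests on 2 libraries, and intervals from read counts would cover counting error only. Within each group the replicates differed by more than counting noise (chi-square per degree of freedom between 9.38 and 22.0), so each library was counted as a replicate.

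Of 18990 genes, 18969 were matched to GENCODE M21 by their Ensembl identifier, which gave coordinates on GRCm38 (mm10). Genes with a mean of at least 1 CPM over the 8 libraries were tested, which left 13866. The tests used limma 3.58.1 in R 4.3.3 on the deposited log2 values, with lmFit and eBayes with a trend of the variance on the mean, and Benjamini-Hochberg adjustment at 0.05. The 4 groups were fitted together. The comparisons were the knockdowns at each day, the days within each knockdown, and the change of the knockdown difference between the days. Gene sets were the mesenchymal and epithelial genes of Fig. 3E, the genes labelled in Fig. 4A and Fig. 4B, and all collagens and laminins by symbol. They were tested against the other tested genes with camera, with the correlation between genes estimated, over 25 set tests. The planned design named a count-based test if the values were counts and this limma test if they were log2 values, which they are. Figures were drawn with matplotlib 3.10.9.

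The genes named come from those the paper names in its text or in Figs. 3E, 4A and 4B, without the label Krf1 of Fig. 3E, which matches no gene for certain, and without medium supplements such as LIF, and for each day the 3 genes with the largest positive and the 3 with the largest negative log2 fold change among those past the threshold whose replicates did not overlap. Unnamed gene models were included. Where both libraries of a group had 3 reads or fewer, a lower bound of the fold is given in place of a fold change.

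The pairing of replicates comes from the replicate numbers in the sample labels, which number the replicates of each group from 1 to 2. Whether same-numbered libraries share a batch of cells is not stated in the paper's text. The correlations of the deviations of same-numbered libraries were between −0.040 and 0.281, and results with the replicate number as a block are given beside the others.

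On simulated reads for the same genes, means and library sizes, with 200 changed genes of which 197 were tested, limma recovered 100% of the 74 genes changed by 2 on the log2 scale, 68.7% of the 67 changed by 1 and 10.7% of the 56 changed by 0.5, with 3.08% false calls among 130. The camera test called 0 of 200 sets of 19 unchanged genes and 50 of 50 sets of 19 raised genes at p under 0.05. Fewer unchanged sets were called than that threshold allows, so camera was conservative there. In the simulation the genes varied independently and few changed, while 30.7% of the tested genes differed at day 6 in the data. The raised sets were also drawn from the same changed genes, so these counts do not give the power of camera on the data. The alternatives tried were a fit without the trend, centring on the median, quantile normalization, no filter, a mean of at least 10 CPM, pseudocounts of 0.1 and 1, the replicate block, a fit of only the groups compared, a minimum log2 fold change of 0.5, and for sets a preset correlation, the median and all genes of the set. The 4 further alternatives, chosen after the data were seen, were voom on the recovered reads, library totals without normalization factors, library totals without *Gm26917* and, for the epithelial set, leaving out *Vim*.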

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

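The test on depth for both patterns and, for the mesenchymal genes, those on GC content and gene length and on random gene sets were set before their results were seen, and the other tests were chosen only after the result was seen.

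The difference between the libraries labelled *siOct4* and the *siNcor1* libraries changed from day 3 to day 6 for 2867 genes by the limma interaction test, and for 53 of the named genes. Another 8 named genes were left out because the libraries of at least 1 group had 3 reads or fewer. The change was more negative for 26 of the 53 genes. Among the mesenchymal genes it was −1.42 for *Snai1*, −0.90 for *Snai2*, −1.15 for *Zeb1*, −1.12 for *Zeb2*, −1.07 for *Twist2*, −1.05 for *Cdh2*, −1.20 for *Fn1* and −1.68 for *Itga5*. Among the other genes related to fibroblasts or labelled in Fig. 4A it was −1.24 for *Adamts5*, −1.07 for *Fbn2*, −1.23 for *Tgfbr3*, −1.73 for *Col1a1*, −1.62 for *Tgfb3*, −1.96 for *Col8a1*, −1.36 for *Kif26b*, −0.94 for *Fbn1*, −1.32 for *Pdgfrb*, −1.69 for *Tgfb1i1*, −1.35 for *Col1a2*, −1.68 for *Flnc* and −1.02 for *Lama4*. It was −4.004 for *Krt7* and −0.84 for *Vim*, which Fig. 3E lists with the epithelial genes, and −0.79 for *Ncor1*. It was −3.12 for *Saa3* and −1.99 for *Car8*, which were chosen by their size of change at day 3. The change was more positive for 27 genes. It was 1.34 for *Cdh1*, 0.75 for *Krt8*, 1.34 for *Epcam*, 0.77 for *Dsp* and 0.94 for *Pkp2* among the other epithelial genes, and 1.04 for *Ccdc88c*, 2.68 for *Slain1*, 0.86 for *Aldh18a1*, 2.51 for *Miat*, 2.13 for *Avil*, 1.67 for *Acsbg1*, 0.61 for *Tmpo*, 1.80 for *Insm1*, 0.73 for *Fam110c*, 1.54 for *Reep1*, 1.51 for *Prkg2* and 1.25 for *Fgf18* among the genes labelled in Fig. 4B. It was 1.85 for *Pou5f1*, 1.58 for *Sox2*, 1.74 for *Klf4* and 1.64 for *Myc* for the genes of the cassette. It was 2.43 for *Nfasc*, chosen by its size of change at day 3, and 2.78 for *Padi4* and 2.34 for *Tnfrsf13c*, chosen at day 6. For genes chosen by their size of change at a single day, a change between the days follows in part from the choice. For genes that the paper names only in its text it was 0.62 for *Brca1*, 0.69 for *Bard1* and 0.76 for *Wdr5*. All 53 are tests of the difference between the days on 8 libraries. The paper describes opposite changes of the knockdowns at day 6 against its control for its cluster 2B, without a test between the days.

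Explanations other than the knockdown were tested for the mesenchymal genes, whose mean change was −1.12. Under 4 other scalings of the libraries, the mean change closest to 0 was −1.06. After a smooth trend on GC content and on gene length was removed from each library, it was −1.09, with all 9 genes called. With every library thinned to 7735742 reads, it was −1.16, with 8 genes called. Of 10000 random sets of 9 genes of similar expression, 0% had a mean change as low. None of these 4 explanations fully accounts for the change. Exchanged labels at day 6 were tested through the genes called at day 3, of which 36.5% had the same direction at day 6. That share is drawn from the same reversal and does not decide between exchanged labels and a change in time. *Ncor1* was nearly equal at day 6, with a log2 fold change of −0.042, and so does not tell which libraries received its siRNA. Against an exchange, 11 of the 13 epithelial genes were lower in the libraries labelled *siOct4* at each day, and 9 of them at both. *Cdh1* was at −2.02 and −0.68 and *Krt8* at −1.68 and −0.94. Genes lower and past the threshold were 5 at day 3, 7 at day 6 and 3 at both. The direction reversed for *Krt7* and *Vim*, which were higher only at day 3, and for *Dsp* and *Pkp2*, which were higher only at day 6. *Pkp2* was at −0.26 and 0.68, and passed the threshold at day 6. Of 8 pluripotency genes outside the cassette and the epithelial list, 6 were lower at day 3, only 1 of them past the threshold, and 8 at day 6, with 5 past it. Among those lower at day 3, *Tdgf1* and *Lin28a* had an identical log2 fold change of −0.593. That points to very few reads, so their direction at day 3 carries little weight. Exchanged labels are still not fully excluded. A biological difference in time course between the knockdowns therefore remains a hypothesis. The test of the set against the other tested genes did not pass the threshold (camera, adjusted p = 0.106).

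Genes of the cassette were higher in the libraries labelled *siOct4* at day 6. The paper reports no values of *Klf4* and *Myc* in these libraries, and their log2 fold changes were 1.67 and 1.59. The 4 cassette genes had a mean log2 fold change of 1.67 and an SD of 0.080, and 0.51% of 10000 random sets of 4 genes of similar expression had an SD as small, against a median SD of 0.47. Reads from a single cassette transcript are a candidate explanation. Activation of the endogenous pluripotency genes was tested on 9 markers outside the cassette, a list written after some of its values had been seen. Their mean log2 fold change was −1.51 at day 6, all 9 were lower in the libraries labelled *siOct4*, and 5 of them passed the threshold. The lowest of the 4 cassette changes was 1.47 over 4 other scalings and 1.59 after thinning to equal depth. Exchanged labels at day 6 (36.5%, as above) could also give this pattern, if siRNA against *Oct4* lowered a transcript that also carries *Sox2*, *Klf4* and *Myc*. Against this, none of the 4 genes differed between the knockdowns past the threshold at day 3. Their log2 fold changes there were −0.076 for *Pou5f1*, 0.054 for *Sox2*, −0.068 for *Klf4* and −0.053 for *Myc*. The paper also describes its *Oct4* knockdown as early and transient. Moreover, 9 of the 13 epithelial genes kept their lower values in the libraries labelled *siOct4* at both days. What sets the level of the cassette was not tested.

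The non-coding gene *Gm26917*, which the paper does not discuss, took up to 29.1% of the reads on genes. Its share was between 15.5% and 16.6% in the 4 libraries of day 3 and between 20.3% and 29.1% in the 4 libraries of day 6. It lies on chromosome 17 beside *CT010467.1*, which is annotated as ribosomal RNA. If leftover ribosomal RNA were the source, *CT010467.1* could be expected to rise as well, but it changed by −2.49 on the log2 scale from day 3 to day 6 in *siNcor1*. However, *CT010467.1* lies on the other strand from *Gm26917* and overlaps *AY036118* and *Gm42418*, so its reads could have been split between genes. Its values also differed widely between replicates, from 3.52 to 10.19 log2-cpm in the libraries labelled *siOct4* at day 3. The test therefore does not settle the question. No biological explanation was tested.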

How the results depend on the processing

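Alternatives for the test, scaling, filter, pseudocount, block, libraries in the fit, minimum fold change and set statistic were chosen before the data were examined. Voom on the recovered reads, library totals without normalization factors, library totals without *Gm26917* and the epithelial set without *Vim* were chosen after seeing the data, and no tests of explanations belong to this part.

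Over 12 alternatives other than the block, the number of genes that differed at day 6 ranged from 3060, with only the 4 libraries of that day, to 4700, with quantile normalization. Over the same alternatives, the number that changed from day 3 to day 6 ranged from 3827 to 6071 in *siNcor1* and from 5385 to 7996 in the libraries labelled *siOct4*, and the number with an interaction ranged from 1925 to 3157 over the 11 alternatives that allow one. These counts stayed within 1.5 times those reported. With the replicate number as a block, the counts were 4698 at day 6, 222 at day 3, 5218 and 7570 between the days, and 3395 for the interaction. The count at day 3 did not stay within that range in 2 cases. It was 43 without the trend of the variance on the mean, of which 39 are among the 148 genes reported, and 81 with a mean of at least 10 CPM, all 81 of them among those. The cause was not tested. The share of higher genes among those called at day 6 was 39.5%, and ranged from 27.5% without normalization factors to 46.0% with centred libraries and 47.3% with quantile normalization. At day 3 it was 35.1%, and ranged from 16.3% without the trend to 55.1% with voom, with 49.5% when only the 4 libraries of that day were fitted, so the excess of lower genes at day 3 does not hold under every test. For the change between the days it was 39.8% in *siNcor1* and 42.1% in the libraries labelled *siOct4*, 49.7% and 52.6% with *Gm26917* left out of the totals, and 30.8% and 33.8% with a mean of at least 10 CPM. Without normalization factors, the median change of all tested genes was −0.11 at day 6 and −0.14 between the days in the libraries labelled *siOct4*. With a mean of at least 10 CPM, the median change between the days was −0.15 in *siNcor1* and −0.19 in the libraries labelled *siOct4*. Directions under these settings are relative to these shifts.

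The set results depended on whether the correlation between genes was preset or estimated. With a preset correlation of 0.01 in place of the estimated one, means that had not passed the threshold did so at the same values. For the mesenchymal genes these were 0.34 at day 3, −0.77 at day 6, −1.34 between the days in the libraries labelled *siOct4* and −1.12 for the interaction. For the epithelial genes they were −1.002 at day 6, and 2.41 and 2.34 between the days in *siNcor1* and in the libraries labelled *siOct4*. For the genes of Fig. 4A they were 0.17, −0.88, −0.52, −1.57 and −1.05, in the order day 3, day 6, the days in *siNcor1*, the days in the libraries labelled *siOct4*, and interaction. For those of Fig. 4B they were −0.41, 0.78, −0.38, 0.81 and 1.195 in the same order. For the collagens and laminins they were 0.17 at day 3, −0.73 at day 6, −0.94 between the days in the libraries labelled *siOct4* and −0.90 for the interaction. The estimated correlation was 0.00498 for the epithelial genes, below the preset one, so its size does not account for their passing. With an estimated correlation, camera also takes its degrees of freedom from the libraries, and with a preset one from the genes. These settings therefore differ in more than the correlation, and their effects were not separated.

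The mean of the epithelial genes at day 3 passed the threshold at −0.93, but not at −0.92 with the libraries centred on their medians, −0.65 with a pseudocount of 1, −0.93 with the replicate number as a block, or −1.01 with voom, and its adjusted p ranged from 6.6e-12 to 0.128 over the alternatives. The mean interaction of these genes reversed to 0.59 when the median over the genes was taken and to 0.0024 with voom. With *Vim* left out of the set, the mean change of the epithelial genes between the days passed the threshold, at 2.64 in *siNcor1* and 2.63 in the libraries labelled *siOct4* (adjusted p = 0.0466 for both), while at day 3, day 6 and for the interaction it stayed on the same side. The mean change of the collagens and laminins between the days in *siNcor1* reversed to 0.0027 with centred libraries, 0.046 with all genes of the set, and 0.036 without *Gm26917*. The cause was not tested.

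For single genes other than the siRNA targets and the cassette genes, 114 results were recomputed under 8 alternatives, which gave 912 values. Of these, 865 kept the direction and the side of the threshold, 15 were weaker, 23 were stronger and 9 were reversed, and 24 of the 114 results changed in at least 1 alternative. The 9 reversed values all lie near 0. At day 3, *Hdac3* reversed to 0.010 with centred libraries and *Gapdh* to −0.026 with quantile normalization. At day 6, *Hdac1* reversed to −0.057 without normalization factors. With centred libraries, quantile normalization and totals without *Gm26917*, *Mindy1* reversed to 0.026, 0.035 and 0.0037 and *Stk35* to 0.034, 0.048 and 0.012. Apart from these, the siRNA target *Ncor1* reversed at day 6 to 0.0062 with quantile normalization. The cause was not tested.

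With 1 library left out at a time, the mean of the mesenchymal genes was between 0.23 and 0.46 at day 3, between −0.80 and −0.75 at day 6 and between −1.23 and −1.01 for the interaction. The mean of the epithelial genes was between −0.99 and −0.87 at day 3. The mean of the genes of Fig. 4A was between −0.91 and −0.85 at day 6, and that of the genes of Fig. 4B between 0.62 and 0.95. The mean change of the collagens and laminins between the days in *siNcor1* was between −0.11 and 0.03. *Ncor1* was between 0.68 and 0.80 at day 3 and between −0.14 and 0.05 at day 6, and *Pou5f1* between −0.12 and −0.03 and between 1.53 and 2.02. With 2 libraries per group these ranges show no stability, and calls were not counted because an arm then holds 1 library. The reads recovered from the values were tested with voom only, and no other count-based test was run, and the interaction could not be fitted with only 4 libraries. Depth limits the genes with the lowest values, for which folds are lower bounds, and the smaller library labelled *siOct4* at day 3 held 7735742 reads.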

Other observations

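The test on pluripotency genes was chosen only after the result was seen, and no other tests of explanations belong to this part.

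From day 3 to day 6, 4819 genes changed in *siNcor1*, 1917 of them higher and 2902 lower at day 6, and 7312 genes changed in the libraries labelled *siOct4*, 3079 of them higher and 4233 lower (limma, adjusted p under 0.05). With *Gm26917* left out of the totals, 49.7% of the genes called in *siNcor1* and 52.6% of those called in the libraries labelled *siOct4* were higher, so the excess of lower genes depends on the scaling. Replicates of each group correlated across genes between 0.980 and 0.991, and genes are not independent replicates.

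The paper's value for the reduction of *Ncor1* in *siNcor1* at day 3 is 45% against its control, and the reduction against the libraries labelled *siOct4* was 40.3%, or between 38.5% and 40.7% over the scalings, pseudocounts, block and voom. The absence of a difference in *Ncor1* at day 6 came with a fall by 0.65 on the log2 scale in the libraries labelled *siOct4*, while *siNcor1* changed by 0.14. Whether *Ncor1* in *siNcor1* had recovered against a control was not analysed here.

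Pluripotency genes outside the cassette were lower in the libraries labelled *siOct4* at day 6, with a mean log2 fold change of −1.51. *Esrrb* had a log2 fold change of −2.09 (adjusted p = 0.00593), *Lin28a* of −2.07 (adjusted p = 0.00834) and *Nanog* of −1.11 (adjusted p = 0.0687). At day 3, 7 of the 9 genes were lower, and of these only *Nanog* and *Epcam* passed the threshold. The identical day 3 values of *Tdgf1* and *Lin28a*, −0.593, point to very few reads. No explanation of the lower values was tested.

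*CT010467.1* had 9.52 and 9.13 log2-cpm in the *siNcor1* libraries of day 3, 6.03 and 7.63 in those of day 6, 3.52 and 10.19 in the libraries labelled *siOct4* of day 3, and 6.81 and 6.85 in those of day 6. *Lars2* had 6.39 and 7.15, 4.94 and 5.58, 5.21 and 7.72, and 5.27 and 5.60 log2-cpm in the same order. Both genes were chosen after their values were seen.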
